A study of Homo sapiens with 3 samples. Its data were reported in "N(6)-methyladenosine methylation-regulated polo-like kinase 1 cell cycle homeostasis as a potential target of radiotherapy in pancreatic adenocarcinoma" (2022).

How the data were processed

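RNA sequencing of 3 libraries from MIAPaCa-2, an established human pancreatic cancer cell line, was analysed. The libraries came from cells carrying a control short hairpin (sh-CTL), from cells carrying a hairpin against METTL3 (sh-METTL3), and from sh-CTL cells exposed to 80 nM of the PLK1 inhibitor NMS-P937 for 24 h (sh-CTL + PLK1i). METTL3 encodes the catalytic subunit of the enzyme that places N6-methyladenosine (m6A) on RNA, and PLK1 encodes a kinase needed in mitosis. Per the labels, RNA was extracted with ISOGEN and libraries were prepared with a stranded kit that selects polyadenylated RNA. Each group held 1 library, so there was no replicate check of any difference and no p-value was computed across genes. The 3 columns of the deposited table were assigned to samples by the abbreviations in their names, and each group was taken from its sample title.

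The authors deposited 1 table of log2 expression values for 14949 genes. Their aligner, counting tool, genome build and normalization for these libraries were not stated. The study named hg19 and a count-based workflow for other sequencing data. The deposited log2 values had an exact minimum of 2, and their low values followed log2 of a scaled read count plus 4. After the log2 was undone and 4 was subtracted, 1 read was worth 1.17 in sh-CTL, 0.927 in sh-METTL3 and 0.921 in sh-CTL + PLK1i. Whole reads were recovered by dividing by these steps. Among values above 0 and below 2000 reads, 100% lay within 0.1 of a whole number, over 10708, 9950 and 9848 genes in the 3 libraries in the order above. Larger values were rounded to the nearest read. The steps corresponded to size factors of 0.858, 1.08 and 1.09. Median-of-ratios factors recomputed from the recovered reads were 0.856, 1.08 and 1.08, and upper-quartile factors were 0.857, 1.06 and 1.10. Every gene in the table had at least 0.503 CPM in its highest library, so genes below such a level were absent from the table before the analysis. With 1 library per group, a count test had no replicates to estimate variation from and was not run on the recovered reads.

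The depth was 37449317 reads in listed genes for sh-CTL, 46944898 for sh-METTL3 and 47727534 for sh-CTL + PLK1i. The 95% intervals given for single genes are exact Clopper-Pearson intervals of the ratio of reads between 2 libraries, conditional on their sum and scaled by the deposited size factors. They compare 2 libraries and not 2 conditions. Intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. A library with at most 3 reads for a gene was treated as at the floor, equal to 0.0801 CPM in sh-CTL, 0.0639 in sh-METTL3 and 0.0629 in sh-CTL + PLK1i. Folds against such a library were computed against the floor and are lower bounds.

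Changes were computed as the difference of log2(normalized count + 1) between sh-METTL3 or sh-CTL + PLK1i and sh-CTL. This scale understates the change of genes with few reads. Genes with a mean normalized count of at least 1 were kept, which left out no gene, because the smallest mean was 7.72. A gene was counted as higher or lower at a log2 change of at least 1 in size. The similarity of the libraries was measured as 1 minus Pearson's r of log2 values across genes. Both comparisons share the sh-CTL library, so 50 sets of libraries were simulated with the control shared, either with all 3 libraries unchanged or with sh-METTL3 as measured and PLK1i unchanged. Reads were drawn with counting noise alone and with added variation of 5%, 10% and 20% between libraries. Where sh-METTL3 was as measured, its counts were the means of the draws, so noise was added to counts that already held noise. Intervals of r and of the distance ratio came from 1000 bootstrap draws of genes, and those of list medians from 2000.

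19 lists of genes, written before the data were examined, were tested: G2M, S phase, spindle, replication, interferon response, NF-kB response, immediate early, p53 response, unfolded protein response, cholesterol synthesis, glycolysis and hypoxia, MYC targets, m6A machinery, damage signalling, G0 and G1 genes, nuclear and mitochondrial genes of oxidative phosphorylation, ribosomal proteins, and replication-dependent histones. For each list, the median log2 change minus that of all genes was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these libraries. Named genes were fixed by a rule written before the data were examined: METTL3 and PLK1, the genes of the m6A machinery and damage signalling lists, the 5 largest rises and falls of each comparison among genes with a mean of at least 10, and the 5 genes with the largest shared rise and shared fall. Genes chosen after their values were seen are marked as such. 1 gene that the rule selects is not reported here.

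Positions, strands, gene types, GC content and transcript lengths came from the GENCODE 44 annotation mapped to GRCh37, in which 14858 of the 14949 gene identifiers were found. GC content was available for 14789 genes. Alternatives were pseudocounts of 0.1 and 5, other filters, other scalings, other thresholds, Spearman's rho, other distances, means in place of medians, and random lists not matched on expression. Alternatives chosen after the data were seen were a pseudocount of 4, means of at least 50 and 200, counts of 3 or fewer raised to 3, thinning of all libraries to the shallowest, and splitting of the control reads into 2 equal parts. The computations were tested on simulated data in which 200 of 14949 genes were changed by 2 on the log2 scale. All 200 were called in the right direction, and 37 of the 14749 other genes were called. A planted list of 30 changed genes lay at percentile 100, and 3 of 100 lists of unchanged genes lay outside the central 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.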

Results

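Gene expression was measured by RNA sequencing in 3 libraries of MIAPaCa-2 pancreatic cancer cells: sh-CTL, sh-METTL3, and sh-CTL treated with the PLK1 inhibitor NMS-P937 at 80 nM for 24 h. Each group had 1 library and there were no replicates, so every difference below is a difference between 2 libraries. The table held 14949 genes. The reads in these genes came to 37449317 in sh-CTL, 46944898 in sh-METTL3 and 47727534 in sh-CTL + PLK1i. The 10 most abundant genes took 6.73%, 6.62% and 7.05% of the reads in the same order. Genes encoded in mitochondria took 4.89% of the reads in sh-CTL, 4.80% in sh-METTL3 and 5.55% in sh-CTL + PLK1i. At most 3 reads were seen for 45 genes in sh-CTL, 53 in sh-METTL3 and 30 in sh-CTL + PLK1i.

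The knocked-down gene was examined first, since it checks the labels. METTL3 (ENSG00000165819; GRCh37 chromosome 14, 21966277 to 21979484) had 3378 reads in sh-CTL, 1781 in sh-METTL3 and 4223 in sh-CTL + PLK1i. The normalized counts were 3939, 1651 and 3888. The METTL3 level in sh-METTL3 was 41.9% of that in sh-CTL, a log2 change of -1.25 (95% counting interval -1.34 to -1.17). In sh-CTL + PLK1i the METTL3 change was -0.02 (-0.08 to 0.05), within counting error of no change. The low METTL3 count thus lay in the library labelled sh-METTL3.

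PLK1 (ENSG00000166851; GRCh37 chromosome 16, 23688977 to 23701688) was the gene that the study followed as a target of METTL3. It had 6910 reads in sh-CTL, 5638 in sh-METTL3 and 9249 in sh-CTL + PLK1i. The normalized counts were 8058, 5226 and 8515. PLK1 in sh-METTL3 stood at 64.9% of sh-CTL, a log2 change of -0.62 (-0.68 to -0.57). After the inhibitor it stood at 106% of sh-CTL, a change of 0.08 (0.03 to 0.12). Both PLK1 changes exceeded counting error. Variation between cultures was not measured.

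The comparison of sh-METTL3 with sh-CTL asks which transcripts differ when METTL3 is reduced. In sh-METTL3, 440 genes were at least 2-fold lower and 512 were at least 2-fold higher, together 6.37% of the genes. The count fell most with a mean normalized count of at least 200 required, to 123 lower and 111 higher genes, and at a log2 change of at least 2, 141 were lower and 124 higher. The changed genes were of low abundance, with a median mean normalized count of 50.9 against 906 for all genes, and 234 of the 952 had a mean of at least 200. By annotation, 71.8% of the changed genes were protein coding, against 81.9% of all genes. The SD of the log2 changes over all genes was 0.65, and over the 9074 genes with a mean of at least 500 it was 0.32.

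The largest falls in sh-METTL3 included TGFBR2 (chromosome 3, 30648093 to 30735634), which had 479 reads in sh-CTL, 3 in sh-METTL3 and 587 in sh-CTL + PLK1i, at least 201-fold lower in sh-METTL3. HTR7 went from 143 reads to 0, and AIM2 from 92 reads to 0, at least 38.6-fold lower. The other pair of falls was in genes listed without a symbol. One of them, ENSG00000256500, had 184 reads in sh-CTL and 0 in sh-METTL3, and its annotated span overlaps 2 other listed genes on its strand, COA8 and KLC1, so its reads are uncertain. The largest rises included GJA1, ENSG00000285901, TENM2 and AUTS2. GJA1 (chromosome 6, 121756741 to 121770873) had 4 reads in sh-CTL, 1470 in sh-METTL3 and 5 in sh-CTL + PLK1i, a log2 change of 7.91 (6.83 to 10.07). TENM2 had 140 reads and AUTS2 had 136 reads in sh-METTL3 against 0 in sh-CTL, and TENM2 was at least 37.1-fold higher.

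Among the 18 listed genes of the m6A machinery, only METTL3 changed by 2-fold. The readers IGF2BP2 and IGF2BP3 had log2 changes of -0.33 (-0.38 to -0.27) and -0.23 (-0.27 to -0.20) in sh-METTL3. The ligase CBLL1 changed by -0.22. IGF2BP3 and CBLL1 lie on chromosome 7, whose 632 genes with a mean of at least 50 had a median change of -0.25 in sh-METTL3, and their falls were no larger than that. The demethylase ALKBH5 changed by -0.17 and the methyltransferase METTL16 by 0.15. METTL14, the partner of METTL3, changed by -0.11 (-0.28 to 0.06), within counting error. For the remaining members WTAP, VIRMA, ZC3H13, RBM15, RBM15B, FTO, YTHDF1, YTHDF2, YTHDF3, YTHDC1 and YTHDC2 the changes in sh-METTL3 ran from -0.07 to 0.12. In sh-CTL + PLK1i the largest changes of this list were in CBLL1, at 0.26, and FTO, at -0.24.

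The comparison of sh-CTL + PLK1i with sh-CTL asks what 24 h of PLK1 inhibition does to transcripts in the same hairpin line. In this library 169 genes were at least 2-fold lower and 208 were at least 2-fold higher, together 2.52% of the genes. The changed genes had a median mean normalized count of 23.8, and 26 of the 377 had a mean of at least 200. At a log2 change of at least 2, 18 genes were lower and 34 higher. Libraries simulated as unchanged, with counting noise alone, gave on average 17.8 lower and 22.9 higher genes in this comparison. With 10% added variation between libraries they gave 30.7 and 40.3, and with 20% they gave 207 and 216. The SD of the log2 changes over genes with a mean of at least 500 was 0.19 in sh-CTL + PLK1i, and the simulated value was 0.11 at 5% variation and 0.21 at 10%.

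The largest changes after PLK1 inhibition fell on genes whose reads are uncertain. RNVU1-7, a small nuclear RNA gene with near-identical copies, had 117 reads in sh-CTL, 13 in sh-METTL3 and 0 in sh-CTL + PLK1i. The other largest falls were in H4C12, SNORD3D and RPL23AP88, with 37, 23 and 31 reads in sh-CTL and at most 1 in sh-CTL + PLK1i, and in a gene without a symbol. H4C12 encodes a histone with near-identical copies, and RPL23AP88 is a pseudogene. The largest rise was in ENSG00000285901 (chromosome 12, 4382928 to 4514656), with 0 reads in sh-CTL, 215 in sh-METTL3 and 494 in sh-CTL + PLK1i, at least 130-fold higher. Its span overlaps TIGAR on the same strand. H4C11 went from 0 reads to 38, and the remaining rises were in genes without a symbol that overlap other genes.

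The RNA of listed genes of damage signalling, checkpoints and replication stress was compared next. In sh-CTL + PLK1i, H2AX changed by -0.46 (-0.52 to -0.41) and ATM by -0.42 (-0.48 to -0.36) on the log2 scale. CHEK2 changed by -0.21, WEE1 by -0.16, CHEK1 by -0.12 and CDC25C by -0.12. MYC rose by 0.50 (0.45 to 0.54), RRM2 by 0.19, RPA2 by 0.19 and CCNB1 by 0.12. ATR changed by -0.01 (-0.07 to 0.05), within counting error. In sh-METTL3, H2AX changed by 0.09, CHEK2 by 0.18, CDC25C by 0.27, MYC by -0.24, RRM2 by -0.22 and CCNB1 by 0.04, beyond counting error. Of these, CCNB1 kept its direction and the others moved opposite to sh-CTL + PLK1i. ATM changed by -0.01, RPA2 by -0.03, WEE1 by -0.04, CHEK1 by -0.04 and ATR by 0.03, within counting error of no change.

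Whether PLK1 inhibition moves expression in the direction of METTL3 knockdown was asked next, by the overlap of changed genes, the correlation of changes and the distances between libraries. In both comparisons, 40 genes were lower and 83 were higher. Independent sets of these sizes would share 4.97 and 7.12 genes. Because the control library is shared, simulated libraries with sh-METTL3 as measured and PLK1i unchanged gave 3.16 lower and 22.1 higher genes with counting noise alone. With 10% added variation they gave 6.56 and 29.7, and with 20% they gave 39.3 and 90.5. 26 genes changed at least 2-fold in opposite directions. Of the genes lower in both, 36 had a mean normalized count under 50 and 0 had a mean of at least 200. Of the genes higher in both, 69 had a mean under 50 and 4 had a mean of at least 200. The 5 largest shared falls were in RNVU1-7, H4C12, RPL23AP88, GOLGA8Q and a gene without a symbol, and the 5 largest shared rises were in ENSG00000285901, H4C11, HSFX2 and genes without a symbol. GOLGA8Q had 32 reads in sh-CTL and 1 and 2 in the others, and HSFX2 had 0 reads in sh-CTL and 33 and 26 in the others. The symbol-bearing genes among these belong to families with near-identical copies, so their counts are uncertain.

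Across genes, which are not independent replicates, the changes in sh-METTL3 and in sh-CTL + PLK1i correlated with Pearson's r of 0.26 (bootstrap interval 0.21 to 0.31) and Spearman's rho of 0.14. With the control shared, 3 unchanged libraries gave r of 0.56 under counting noise alone and 0.53 with 10% variation. With sh-METTL3 as measured and PLK1i unchanged, r was 0.16 under counting noise, 0.21 with 10% variation and 0.30 with 20% variation. The observed r of 0.26 lay above the highest value with 10% variation, 0.24, and below the lowest with 20%, 0.28, so none of the settings run contained it. Noise entered the simulated sh-METTL3 reads on top of that in the measured counts, which can lower the simulated r. The gap to the observed r is therefore no measure of a shared response. The 2 changes had the same sign for 53.1% of genes, against 54.8% in the simulation with sh-METTL3 as measured and counting noise alone, 60.1% with 10% variation and 62.8% with 20%.

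**Figure D1:**
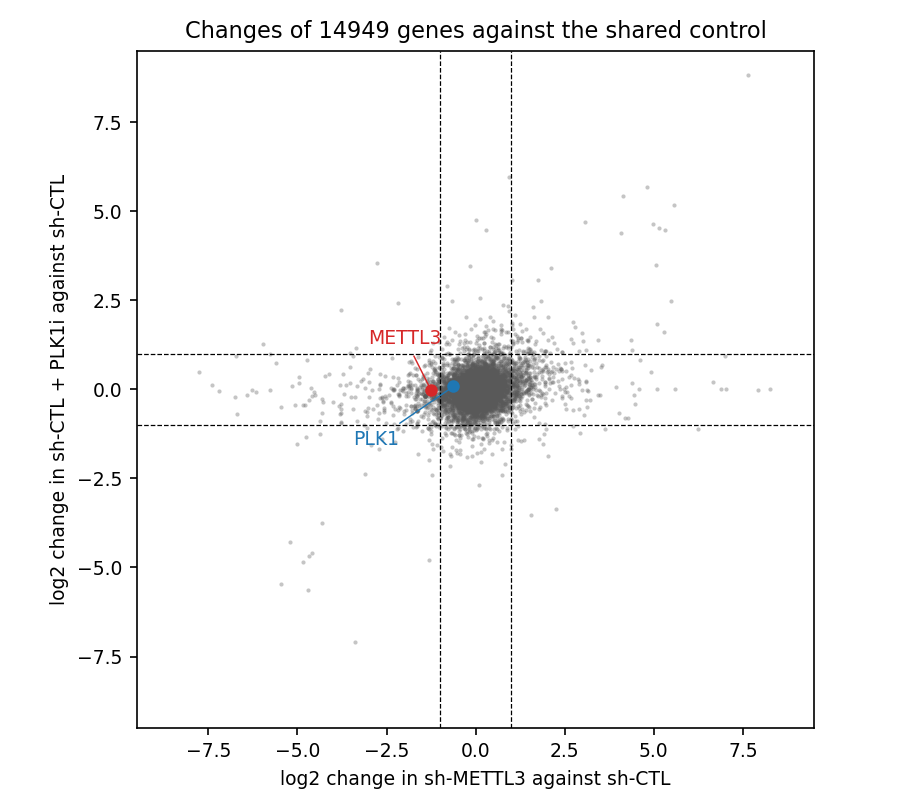
Each point is 1 of 14949 genes, with the log2 change in sh-METTL3 on the x axis and in sh-CTL + PLK1i on the y axis, both against sh-CTL. Dashed lines mark a log2 change of 1 in size. METTL3 (red) lies at -1.25 and -0.02 and PLK1 (blue) at -0.62 and 0.08, and most genes with large changes in sh-METTL3 lie near 0 on the y axis.

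The distance between libraries uses no control. As 1 minus Pearson's r of log2 values, it was 0.0106 between sh-CTL and sh-CTL + PLK1i, 0.0274 between sh-CTL and sh-METTL3, and 0.0291 between sh-METTL3 and sh-CTL + PLK1i. The distance of sh-CTL + PLK1i to sh-METTL3 was 2.74 times its distance to sh-CTL (bootstrap interval 2.39 to 3.12). The ratio was lowest, at 1.65, with Euclidean distance, and a ratio below 1 would have placed the treated library nearer to sh-METTL3. With PLK1i simulated as unchanged, the ratio was 12.4 under counting noise alone, 6.24 with 10% variation and 2.96 with 20%. The study described the treated library as similar to sh-METTL3 in a clustered heatmap, and as having approached it. The genes and scaling of that heatmap were not stated. By the distances computed here, the treated library was nearer to sh-CTL. The ratio does not ask whether the inhibitor brought sh-CTL nearer to sh-METTL3. For that, the distance from sh-METTL3 was 0.0274 to sh-CTL and 0.0291 to the treated library. No approach was seen on this measure, and no interval was computed for the difference.

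The study reported sets of mitotic genes in both comparisons, and lists of cell cycle genes were compared with random lists matched on expression. The 54 genes of the G2M list had a median change of 0.07 in sh-METTL3 (bootstrap interval 0.03 to 0.13), at percentile 99.9 of the random lists, with 35 genes higher and 19 lower than the median gene. Against random lists not matched on expression this percentile was 96.2, inside the central 95%. In sh-CTL + PLK1i the G2M median was 0.05 (-0.05 to 0.10), at percentile 97.2, and the mean was -0.0044, at percentile 29.5. The 80 genes of the spindle list had medians of 0.02 in sh-METTL3 (percentile 94.7) and 0.02 in sh-CTL + PLK1i (percentile 72.1). No gene of the G2M, spindle or S phase list changed by 2-fold in either comparison. The 43 genes of the S phase list had a median of 0.03 in sh-METTL3 (percentile 92.9) and -0.10 in sh-CTL + PLK1i (-0.15 to -0.04), below all 10000 random lists, with 31 genes lower. The 49 replication genes had medians of -0.02 (percentile 48.7) and -0.09, the latter below all random lists. The S phase and replication lists share genes, such as MCM4 and PCNA, so their falls are not separate results. The 16 G0 and G1 genes had medians of 0.11 (percentile 94.7) and -0.09 (percentile 6.29), and the latter was 0.057 as a mean, so it had no stable direction.

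Other lists moved more. The interferon response list, 33 genes with values, had medians of 0.45 (0.25 to 0.70) in sh-METTL3 and 0.24 (0.07 to 0.40) in sh-CTL + PLK1i, each above all random lists. Among genes with a mean of at least 200 the latter median was 0.09, at percentile 97.1, inside the central 95%. The NF-kB response list, 21 genes, had a median of -0.23 (-0.49 to 0.04; percentile 0.11) in sh-METTL3, with 13 genes lower and 8 higher, and 0.46 (0.07 to 0.56; percentile 100) in sh-CTL + PLK1i. The interval in sh-METTL3 spans 0. The 30 immediate early genes had medians of 0.08 (percentile 94.1) and 0.48 (percentile 100), with 28 of the 30 higher in sh-CTL + PLK1i. Their value in sh-METTL3 was -0.066 as a mean and so had no stable direction. The 23 genes of cholesterol synthesis had medians of -0.30 (below all random lists) and -0.09 (percentile 0.93). The 50 MYC targets had medians of -0.04 (percentile 13.4) and 0.09 (percentile 100). The p53 response list, 27 genes, had medians of -0.04 (percentile 25.9) and 0.10 (percentile 98.6), and the unfolded protein response list, 25 genes, had -0.02 (percentile 38.2) and 0.09 (percentile 98.5). The 26 genes of glycolysis and hypoxia had medians of -0.06 (percentile 11.4) and -0.05 (percentile 7.47), the latter 0.027 as a mean. The m6A machinery list had medians of -0.07 (percentile 19.96) and 0.04 (percentile 79.0), and the 12 damage signalling genes had -0.02 (percentile 47.3) and -0.07 (percentile 5.60).

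Nuclear genes of oxidative phosphorylation, 78 in number, had a median of 0.09 in sh-METTL3, above all random lists, and -0.06 in sh-CTL + PLK1i (percentile 0.05). After a trend with GC content and transcript length was taken out, the median in sh-METTL3 was 0.038 (percentile 98.3). The 13 mitochondrial genes had medians of -0.01 (percentile 34.8) and 0.19 (percentile 100), with 12 of the 13 higher in sh-CTL + PLK1i. The 81 ribosomal protein genes had a median of 0.12 in sh-METTL3, above all random lists, with 74 higher, and 0.00 in sh-CTL + PLK1i (percentile 61.9). With that trend taken out it was 0.061 in sh-METTL3 (percentile 99.88). The 30 replication-dependent histone genes, whose messages mostly lack a poly(A) tail and whose copies are near identical, had medians of 0.07 (percentile 48.5) and 0.44 (-0.16 to 1.08; percentile 100). In all, 6 of the 19 lists lay outside the central 95% of random lists in sh-METTL3 and 12 in sh-CTL + PLK1i. Some lists share genes, so these are not counts of separate results.

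**Figure D2:**
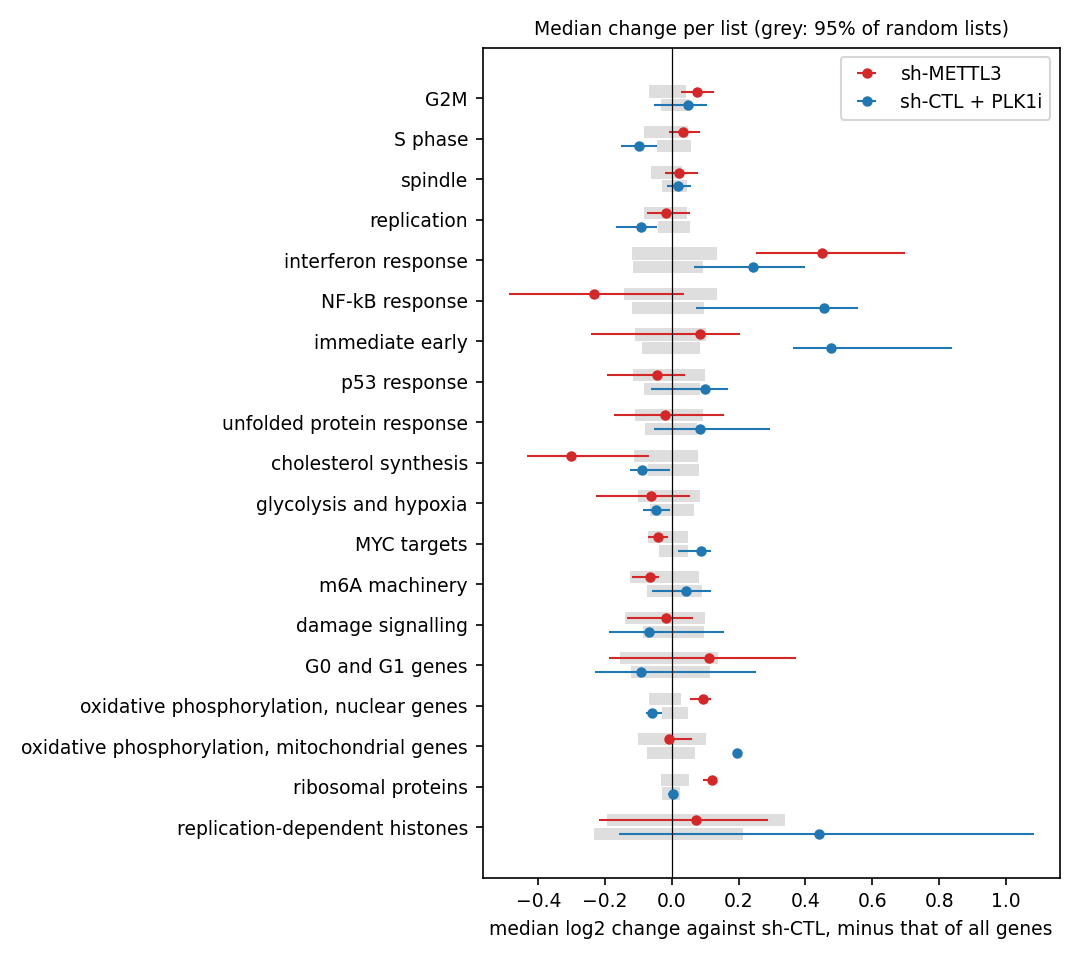
Points give the median log2 change of each list minus that of all genes, in sh-METTL3 (red) and sh-CTL + PLK1i (blue) against sh-CTL. Horizontal lines are 95% bootstrap intervals over the genes of a list, and grey bars span the central 95% of 10000 matched random lists. The NF-kB response list stands at -0.23 in sh-METTL3 and 0.46 in sh-CTL + PLK1i, and the G2M list at 0.07 and 0.05.

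Changes were also followed along the chromosomes of GRCh37. The 12475 genes with a position and a mean of at least 50 were grouped into 499 blocks of 25 neighbours. The SD of the block medians in sh-METTL3 was 0.114, against at most 0.0647 in 1000 shuffled gene orders, and in sh-CTL + PLK1i it was 0.0530 against at most 0.0506. In sh-METTL3, 23 blocks had a median of -0.2 or lower and 16 had 0.2 or higher, and in sh-CTL + PLK1i no block moved by 0.2. Of the 25 blocks of chromosome 7, 24 lay below 0 in sh-METTL3 and 14 at -0.2 or lower, the lowest at -0.43. On chromosome 18, the blocks starting at 116842 and 9102628 stood at 0.32 and 0.41, and those starting at 29409160, 43753519 and 54264440 stood at -0.20, -0.25 and -0.31. Chromosome 19 had 7 blocks and chromosome 9 had 4 blocks at 0.2 or higher. The blocks of chromosome 10 starting at 7830110 and 15117474 stood at -0.49 and -0.38, and chromosome X had 3 blocks at -0.2 or lower.

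**Figure D3:**
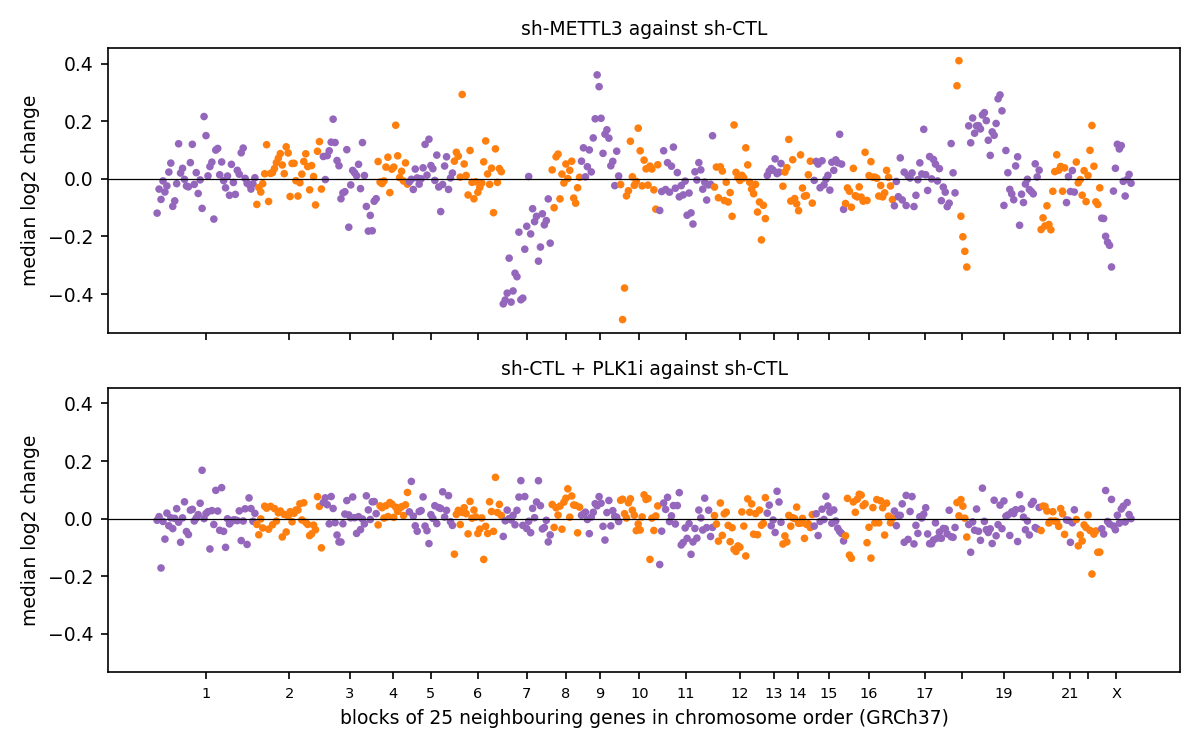
Each point is the median log2 change against sh-CTL of 1 of 499 blocks of 25 neighbouring genes, in chromosome order, with colours alternating between chromosomes. In sh-METTL3 (top) runs of adjacent blocks leave 0 together, down to -0.49 on chromosome 10 and up to 0.41 on chromosome 18, and in sh-CTL + PLK1i (bottom) 0 blocks move by 0.2.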

Values the study reported

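The study reported a half-maximal inhibitory concentration of NMS-P937 of 23.5 nM for MIAPaCa-2 cells. It chose 80 nM for 24 h as the condition that best induced G2/M arrest. In a separate methylation sequencing experiment, it counted 553 genes whose expression METTL3 raised, with log2 fold changes of more than 2 or less than − 2.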

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

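Results were recomputed under 9 to 14 alternatives each, and 2040 of the 2131 values stayed within the interval, the factor of 1.5 or the side of the central 95% of random lists that the main values had. The changes of METTL3 and PLK1 kept their direction and stayed within their counting intervals under all alternatives run: METTL3 in sh-METTL3 ran from -1.25 to -1.23 and in sh-CTL + PLK1i from -0.03 to -0.02, and PLK1 ran from -0.62 to -0.61 and from 0.06 to 0.08. The planned filters, no filter and a mean of at least 5, kept all 14949 genes and so tested nothing. For METTL3 and PLK1, the other filters and the raising of low counts also left the values unchanged by construction. Pseudocounts could hardly move genes with so many reads. Values that an alternative could not move are among the 2040. Median-of-ratios scaling nearly equals the deposited one. Upper-quartile scaling moved the median of all genes to 0.02 in sh-METTL3 and -0.01 in sh-CTL + PLK1i.

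The counts of changed genes moved with the threshold by construction. At a log2 change of at least 2, there were 141 lower and 124 higher genes in sh-METTL3, 18 and 34 in sh-CTL + PLK1i, and 9 and 13 in both. At 1.5-fold there were 1001 and 1160, 599 and 595, and 164 and 238. A pseudocount of 5 gave 103 lower genes in sh-CTL + PLK1i, 26 lower in both and 40 higher in both, where the main counts were 169, 40 and 83, and a pseudocount of 4 gave 49 higher in both. Larger pseudocounts shrink changes of genes with few reads. A mean of at least 50, met by 12929 genes, left 230 lower and 250 higher genes in sh-METTL3, 31 and 58 in sh-CTL + PLK1i, and 4 and 14 in both. A mean of at least 200, met by 10782 genes, left 123 and 111, 7 and 19, and 0 and 4. The overlap thus rested on genes with few reads, which is where the depth limits the data.

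The correlation of the changes was 0.31 with a pseudocount of 0.1, 0.14 as Spearman's rho, 0.15 and 0.14 with means of at least 50 and 200, and 0.18 when the control reads were split at random between the comparisons. The distance ratio was 3.14 with Spearman's rho, 1.65 with Euclidean distance, and 3.98 and 3.76 with means of at least 50 and 200. It stayed above 1 in all 14 alternatives.

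The G2M list in sh-METTL3 lay at percentile 96.2 against random lists not matched on expression, inside the central 95%. In sh-CTL + PLK1i it lay at percentile 98.3 with a mean of at least 50 and 97.8 with a mean of at least 200, outside it, and inside it at 92.8 against unmatched lists and at 29.5 with the mean, -0.0044, in place of the median of 0.05. Neither its direction nor its place is settled. The spindle list in sh-METTL3 lay at percentile 99.6 when means replaced medians. In these cases the cause was not tested. Some list medians changed sign. As a mean, glycolysis and hypoxia in sh-CTL + PLK1i went from -0.05 to 0.027, G0 and G1 genes in sh-CTL + PLK1i from -0.09 to 0.057, and immediate early genes in sh-METTL3 from 0.08 to -0.066. With a mean count of at least 200 the last 2 stood at 0.09 and -0.02. These have no stable direction. Raising counts of 3 or fewer to 3 moved no list median out of its interval. Among the other results, 41 values for named genes and 4 list medians moved without a change of direction. The medians were those of the replication-dependent histones with a mean of at least 50, from 0.07 to 0.30 in sh-METTL3 and from 0.44 to 1.11 in sh-CTL + PLK1i, and, as means, of the m6A machinery in sh-METTL3, from -0.07 to -0.14, and mitochondrial genes in sh-CTL + PLK1i, from 0.19 to 0.16. NF-kB response in sh-CTL + PLK1i fell from 0.46 to 0.21 with a mean of at least 200, within its interval. Also, 4 list percentiles came inside the central 95%: interferon response in sh-CTL + PLK1i, at 97.1 with a median of 0.09 and a mean count of at least 200, NF-kB response in sh-METTL3, at 3.20 as a mean, and unfolded protein response and cholesterol synthesis in sh-CTL + PLK1i, at 95.3 and 5.67 against unmatched lists.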

Other observations

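The tests of depth, of mixed RNA, of fewer cells in G2 or mitosis and of the changed genes after their neighbours' median was taken out, below, were chosen after the results they bear on had been seen. The other tests were fixed before their outcome was known, though after the main comparisons had been run.

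Neighbouring genes moved together in sh-METTL3 over long stretches, as the block medians in the report show. Medians of adjacent blocks correlated with r of 0.64 in sh-METTL3, above the highest of 1000 shuffled block orders within chromosomes, 0.48. In sh-CTL + PLK1i the value was 0.16, and the highest of its shuffled orders was 0.21. A trend with GC content and transcript length is argued against, since the correlation of adjacent blocks in sh-METTL3 was 0.66 after the trend was taken out, above the highest shuffled value of 0.48.

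Copy number differences over long segments, between the sh-METTL3 cells and the sh-CTL cells, are a candidate explanation for these shifts. The correlation of 0.64 between adjacent blocks restates the pattern, and any regional cause would give it, so it does not single out copy number. The treated library, from the sh-CTL line, has 0 blocks that moved by 0.2. If copy number differs, part of the difference between the 2 hairpin lines may reflect how the lines were derived and not the level of METTL3. No DNA was measured, and a regional effect of the knockdown on expression was not tested. A second hairpin, re-expression of METTL3 or copy number profiling of both lines would separate these.

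Shifts shared by the 24 nearest genes leave most of the 2-fold changes in sh-METTL3 unexplained. After the median of those neighbours was taken from each gene, 859 of 932 changed genes, or 92.2%, were still past 2-fold in the same direction. A copy number or other segment-wise difference over fewer genes is left open by this. The test fixed for it, the share of changed genes in blocks whose median moved by at least 0.5, came to 0% and decides nothing, since 0 blocks moved so far. A GC or length trend left 96.8% of them past 2-fold. The numbers also stayed when depth was equalised: with all libraries thinned to the shallowest, 972 genes were changed in sh-METTL3 and 388 in sh-CTL + PLK1i, which is as deep. The lists that had moved in sh-METTL3 stayed outside the central 95% of random lists in 6 of 6 cases after the neighbours' median was taken out, so copy number is not their whole cause. The step also moved lists outward: the spindle list went from percentile 94.7 to 99.1, and the replication-dependent histones went from a median of 0.07 to -0.27, at percentile 0.71. Taking out the trend with GC content and length left the same 6 lists outside and put the spindle list at percentile 99.04, but it lowered ribosomal proteins from 0.12 to 0.061 and nuclear genes of oxidative phosphorylation from 0.09 to 0.038, so part of these rises goes with the trend.

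Some genes were switched in sh-METTL3. In that library 8 genes had at least 100 reads where sh-CTL had at most 3, and 5 genes, TGFBR2, HTR7, PTPRK, PALM2AKAP2 and the overlapping gene ENSG00000256500, went the other way. In sh-CTL + PLK1i 1 gene was gained and 1 lost. RNA of another cell type mixed into the sh-METTL3 library adds transcripts and cannot remove them, so the 5 lost genes argue against mixing there. Mixing on the sh-CTL side would itself give lost genes. TGFBR2 and HTR7 had 587 and 198 reads in sh-CTL + PLK1i, which argues against mixing into the sh-CTL library alone for these genes. A mixed sh-CTL line, the source of both libraries, was not tested. PTPRK and PALM2AKAP2 were named after their values were seen. Expansion of a subpopulation of MIAPaCa-2 cells in 1 of the hairpin lines remains open, and was not tested beyond the block medians above.

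The prediction here was that loss of m6A stabilises transcripts with long internal exons, where the mark is dense. The study found the mark mostly in the untranslated region after the coding sequence, and proposes that it stabilises PLK1. The direction may thus differ between transcripts. The 500 genes with the longest internal exons, at least 1335 nt, had a median change of -0.03 in sh-METTL3, at percentile 1.13 among matched random lists. After the trend with GC content and length was taken out, the median was 0.00 at percentile 51.9. In sh-CTL + PLK1i the same step moved these genes from 0.004 at percentile 64.4 to 0.039 at percentile 100. The step thus raised them in both comparisons, so the corrected value in sh-METTL3 cannot be read alone. A rise of these genes in sh-METTL3 was not seen in either form. Transcript levels at 1 time point do not measure half-lives. The mark was not measured in these libraries, and METTL3 RNA remained at 41.9% of sh-CTL, so the extent of its loss is unknown.

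PLK1 fell further than the listed mitotic genes in sh-METTL3. Its change was -0.62, and none of the 113 genes of the G2M and spindle lists fell as far. The lowest of them, SGO1, chosen after its value was seen, was at -0.34. The highest, SKA2, chosen in the same way, was at 0.80 and so moved further than PLK1. Among all genes a fall of this size was not rare, since 1001 genes were at least 1.5-fold lower in sh-METTL3. Fewer cells in G2 or mitosis would lower the G2M list as a whole, and its median was 0.075. The 24 genes nearest to PLK1 had a median of -0.089, which argues against a copy number or other segment-wise difference around the gene as the whole cause. PLK1 was at -0.59 after the GC and length trend was taken out. An effect on the PLK1 transcript itself, through METTL3 or through the hairpin, may lie behind the fall. These data hold 1 hairpin and 1 library, so the pair cannot be separated here.

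Genes changed in both comparisons were mostly genes with few reads. Counting noise in the shared sh-CTL library, with PLK1i unchanged, gave 3.16 lower and 22.1 higher genes in both on average over 50 simulations, with at most 8 and 35, against 40 and 83 observed. Counting noise alone is therefore too small a cause. With 20% variation between libraries the same simulation gave 39.3 and 90.5. Variation that large among genes with few reads could thus give an overlap of this size. That setting also gave 862 genes lower in sh-METTL3, against 440 observed. The same simulation with counting noise alone already gave 533. The sh-METTL3 reads were drawn around measured counts that hold their own noise, so this excess cannot be laid on the 20% variation alone. In sh-CTL + PLK1i the setting with 20% variation gave 214 lower and 227 higher genes, against 169 and 208 observed. These sets are larger than the measured ones, so the setting does not settle whether variation between libraries gives the whole overlap. The SD among abundant genes, 0.19, lay below the 0.42 that 20% variation gives there. Replicate libraries would decide.

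The enrichment of cell cycle lists was examined in a ranking of genes by the ratio of classes, the metric that the study named. The ratio was taken of the deposited log2 values, which is an assumption, since the study did not state the scale. A ratio of unlogged values would rank genes by fold change and was not run here. The hypothesis was that high expression of the list's genes, whose ratios of log2 values stay near 1, puts them ahead in sh-CTL. In the ranking by the ratio of deposited log2 values of sh-CTL to sh-METTL3, the enrichment score of the G2M list was -0.30, so the list was behind in sh-CTL and not ahead, at percentile 0.01 of matched random lists. Against sh-CTL + PLK1i the score was 0.12, at percentile 71.6 of random lists of any genes and 63.3 of matched lists. With no lead of the G2M list in sh-CTL to explain, the test decides nothing about the hypothesis. The spindle list was behind in sh-CTL against sh-METTL3, with a score of -0.28, below all matched lists. Against sh-CTL + PLK1i its score of -0.16 lay at percentile 0.48 of random lists of any genes, outside their central 95%. Among matched lists the percentile was 44.9, as lists of that abundance give. The S phase list scored -0.21 against sh-METTL3. This lay at percentile 1.05 of random lists of any genes, outside their central 95%, and at 4.49 of matched lists, inside theirs. The S phase list was ahead against sh-CTL + PLK1i, at 0.28 and percentile 99.87 of random lists of any genes and 99.84 of matched lists. The ranking against sh-METTL3 did place abundant genes ahead in sh-CTL: random lists matched to the G2M list had a median score of 0.20, and random lists of any genes had 0.10. In the ranking against sh-CTL + PLK1i the matched lists had a median score of -0.19. The gene sets of the study were not used here. On this scale the G2M and spindle lists were behind in sh-CTL against sh-METTL3. The study placed a mitotic group among genes down-regulated by the knockdown and by the inhibitor. Its sets and scale may differ from those used here, so these scores do not test that result.

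The interferon response list was higher in both comparisons. In sh-CTL + PLK1i this rested in part on genes with few reads: with a mean of at least 200 its median was 0.09, at percentile 97.1, inside the central 95% of random lists. Chance values of the shared sh-CTL library were examined as a cause, since low control values raise both comparisons. When the control reads were split at random 50 times, with 1 part for each comparison, the smaller of both medians was 0.11 at its lowest. Both parts come from the same reads, so control counts that are low by chance stay low on average in both. The split therefore cannot decide about counting error in the control. Random lists matched on expression carry such error too. Their central 95% ran from -0.12 to 0.09 in sh-CTL + PLK1i, and the interferon median was 0.24. Over all genes of the list, this argues against counting error in the control as the whole cause. Splitting reads of 1 library cannot remove a true difference of that culture from others, so a low interferon state in the sh-CTL culture alone stays open. The lists moved in PLK1i kept their side in 11 of 12 cases after the trend with GC content and length was taken out, and the exception was the p53 response list, at percentile 93.6. The fall of the overlapping S phase and replication lists, with a rise of immediate early and NF-kB genes after the inhibitor, may go with arrested cells. The G2M list, at 0.05 and percentile 97.2, lay beyond the central 95% of random lists only in some alternatives, such as percentile 98.3 with a mean of at least 50, so it does not decide this, and no measurement of cell cycle phase was used.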
